A study of Mus musculus with 20 samples. Its data were reported in "Rhythmicity of Intestinal IgA Responses Confers Oscillatory Commensal Microbiota Mutualism" (2022).

How the data were processed

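Small-intestinal plasma cells of wild-type C57BL/6 mice were sorted on CD138 and IgA after digestion with collagenase D and DNase, and poly-T-selected RNA was sequenced. Each of the 20 libraries came from 1 animal, and the labels put 5 in each of 4 groups, ZT0, ZT6, ZT12 and ZT18. The authors deposited a table of raw counts for 47069 genes and a table of FPKM for 18886 of them. The aligner, the genome build and the annotation behind the counts are not given in the sources used here, nor is the strand of the libraries. Every deposited FPKM value equalled the count divided by the library total and by 1 length per gene, within a relative tolerance of 1e-06. Genes absent from the FPKM table held 0.666% of all counts, and 3110 of them had 10 counts or more.

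Ensembl identifiers were paired with GENCODE M21 symbols (GRCm38) for 46574 genes, and with the symbols of the deposited FPKM table for 23 more. There, 19 symbols had been turned into dates, and the identifiers were used instead. Ribosomal protein genes share reads with pseudogenes and immunoglobulin segments share reads with each other, so single members of these families are less certain than their sums.

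Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were kept by filterByExpr with the 4 groups, which left 13967, and libraries were scaled by TMM. A quasi-likelihood model with 4 groups and robust dispersion was fitted to all libraries, with a common biological coefficient of variation of 0.224. Tests covered any difference between the times, a 24-hour cosine, the remaining 12-hour term, ZT12 minus ZT0, ZT18 minus ZT6 and the 4 steps of 6 hours. A gene was called at a Benjamini-Hochberg adjusted p under 0.01, and all tests were two-sided. Standard errors were derived from the log2 fold change and its F statistic. The JTK rank test was written anew in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. It used TMM CPM of each library once, 4 peak times, the exact null distribution and a Bonferroni factor of 4 before the Benjamini-Hochberg adjustment. Figures were drawn with matplotlib 3.10.9.

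In all 29 gene lists were fixed before the data were examined, as were the tests, the thresholds and most alternatives. They covered clock genes driven through E-boxes and D-boxes, clock genes driven through ROR elements, plasma cell identity, receptors for survival and homing signals, immunoglobulin constant regions, immunoglobulin variable segments, glycolysis, cholesterol synthesis and uptake, fatty acid synthesis, amino acid response and transport, the unfolded protein response and ER chaperones, cytosolic ribosomal proteins, aminoacyl-tRNA synthetases, nuclear oxidative phosphorylation, mitochondrially encoded transcripts, the cell cycle from S to M phase, immediate early genes, heat shock proteins, glucocorticoid-induced genes, interferon-stimulated genes and MHC class II presentation. Marker lists stood for B cells, T cells and ILC, enterocytes, Paneth and goblet cells, macrophages and dendritic cells, granulocytes and mast cells, stromal and endothelial cells, and erythroid cells. Lists with at least 5 tested members were tested with camera at a preset inter-gene correlation of 0.01 for both 12-hour contrasts together, at an adjusted p under 0.05, and with an estimated correlation beside it. Camera asks whether the members change more than other genes, while fry, an alternative named below, asks whether they change at all. Calls between any times were compared with those of all other genes by Fisher's exact test. Shares of counts were compared over the times by permutation (100000 resamples).

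Genes were named by a fixed rule: all tested clock genes, the genes the study plotted from these samples, the 8 highest and 8 lowest changes per 12-hour contrast among called genes with a mean of at least 5 CPM and no overlap between the groups, up to 4 members per list by any-time p, the 4 widest cosines per peak time with a mean of at least 5 CPM (both without antibody segments), and Igha, Igkc and Jchain. The naming limits were met by 391 genes in ZT12 minus ZT0 and by 850 in ZT18 minus ZT6. Further called members of lists, such as Ccnb2, Ddit4, Mt2, Pfkp, Aldoa, Ndufa9, Cdkn1a and Txnip, were named after their values were seen.

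Library totals ranged from 35.6 to 68.0 M counts (M, mega). Simulated data held 200 changed genes, drawn from genes outside the antibody genes with a mean of at least 5 CPM. For the 12-hour contrasts the 84 ribosomal protein genes were raised 1.3-fold as well. In ZT12 minus ZT0, 29% of genes with a 1.3-fold change and 99% of those with a 2-fold change were called. In ZT18 minus ZT6 these were 20% and 100%. Of 13683 unchanged genes, 1 and 2 were called in these contrasts. The cosine test called 16% of 1.3-fold and 100% of 2-fold rhythms, with a median error of the peak time of 0.803 and 0.235 hours and 0 of 13767 unchanged genes called. JTK called 2% and 48% with each library once, and 47% and 97% with the whole day repeated, when it also called 144 unchanged genes.

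Alternatives were DESeq2 1.42.0 (size factors and tests), the study's filter of 10 counts in total, no filter, a fit without robust dispersion, removal of immunoglobulin genes, an adjusted p under 0.05, the 2 compared times alone, a block for the replicate number, the FPKM with a pseudocount of 0.1 or 1, fry, JTK with ZT0 or the whole day entered again, and each library left out in turn. After the data were seen, library totals in place of TMM, removal of GC and gene length trends per library (lowess span 0.3), removal of the 2 libraries with the most heat shock counts and removal of the 3 with the most epithelial counts were added, as were all alternatives for the 12-hour term. For the relation of immediate early genes to the 12-hour term, the prediction asked for r over 0.5. A further condition of p under 0.05, which an earlier form of the code held, left the outcome as it was.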

Results

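Plasma cells that make immunoglobulin A were sorted from the small intestine of wild-type C57BL/6 mice by CD138 and IgA, and messenger RNA selected on poly-T beads was sequenced in bulk. Each library came from 1 animal, and 5 animals were sampled at each of 4 times of day. Zeitgeber time (ZT) counts hours from lights on, so ZT0 opens the light phase and ZT12 the dark phase, when mice feed. The 20 libraries held between 35.6 and 68.0 M counts (M, mega). Mean depth was 43.3 ± 4.36 M at ZT0, 45.3 ± 5.81 M at ZT6, 46.4 ± 12.7 M at ZT12 and 40.3 ± 4.28 M at ZT18 (SD, n = 5 each). Between 58.0% and 67.7% of the counts of a library fell in immunoglobulin genes, which left 12.1 to 26.0 M counts for all other genes. After the filter on low counts, 13967 genes were tested.

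The 4 times of day were compared to ask which genes of these cells differed over the day. Rbm3, which encodes a cold-inducible RNA-binding protein, had the smallest p of the named genes: 76.5 ± 1.93 counts per M counts, scaled by TMM (CPM), at ZT0, 118 ± 3.88 at ZT6, 97.3 ± 2.46 at ZT12 and 59.5 ± 4.36 at ZT18 (SD, n = 5; adjusted p = 7.8e-16). Icam1, an adhesion molecule, was highest at ZT0 with 42.7 ± 2.55 CPM and lowest at ZT6 with 14.9 ± 2.15. Fkbp5, a co-chaperone induced by glucocorticoids, reached 40.9 ± 15.5 CPM at ZT12 against 12.0 ± 0.854 at ZT0. Dpysl2, a cytoskeleton-associated protein, reached 16.2 ± 2.13 CPM at ZT18 against 5.57 ± 2.02 at ZT12. In total 2727 genes, 19.5% of those tested, differed between any of the times (edgeR, adjusted p under 0.01). Of the lists, cytosolic ribosomal proteins held the largest share of such genes when adjusted over all genes tested, 70 of 84 members, and 72 were called when adjusted over the list alone (Fisher's exact test against all other genes, adjusted p = 4.91e-35). For cholesterol synthesis and uptake the counts were 19 of 24 and 21, a larger share than 72 of 84 (adjusted p = 6.54e-09), and for glucocorticoid-induced genes 10 of 13 and 10 (adjusted p = 6.85e-05). The study named cholesterol synthesis, other metabolism, the cell cycle and translation from these samples, so lists of such genes are not independent evidence.

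A 24-hour cosine fitted 1578 genes, and 1527 of them were also among the 2727. By the nearest sampled time, 275 peaked near ZT0, 511 near ZT6, 288 near ZT12 and 504 near ZT18. Most swings were small: the median peak-to-trough fold was 1.32, and 112 genes reached 2-fold, 25 of them with a mean of at least 5 CPM. Among named genes outside the antibody segments with a mean of at least 5 CPM, the widest swings near each time were those of Icam1 (2.59-fold) and Snai1 (2.58-fold) for ZT0, Rbm3 (2.07-fold) for ZT6, Fkbp5 (3.41-fold) and Atf5 (2.32-fold) for ZT12, and Dpysl2 (3.30-fold) and Elovl6 (3.01-fold) for ZT18. Snai1 encodes a transcriptional repressor, Atf5 a stress-responsive transcription factor and Elovl6 a fatty acid elongase. With 4 times a day, a peak time is a fitted value, and waves shorter than 12 hours cannot be resolved. Of a 12-hour wave only the part with its extremes at the sampled times can be seen.

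**Figure D1:**
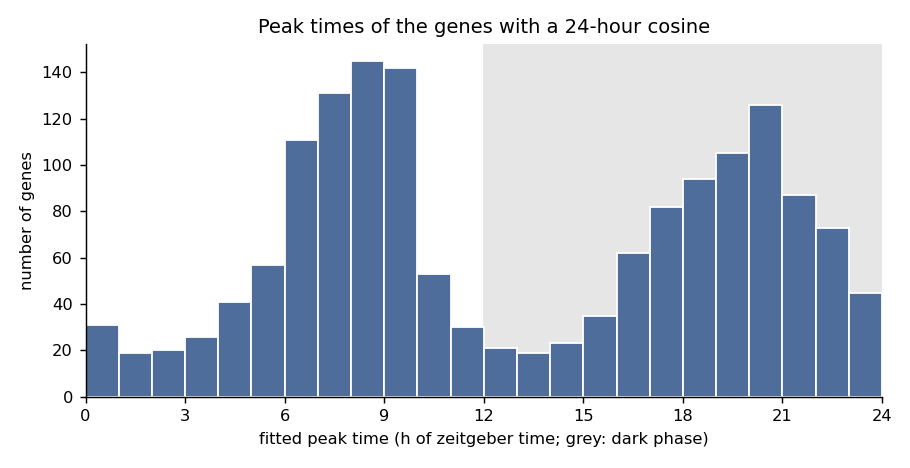
Number of genes (vertical axis) by fitted peak time in hours of zeitgeber time (horizontal axis, 1-hour bins, dark phase in grey) for the 1578 genes with a 24-hour cosine. The nearest sampled time was ZT6 for 511 genes, ZT18 for 504, ZT12 for 288 and ZT0 for 275.

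Most core clock genes differed over the day. Nr1d1, a repressor driven through E-boxes, had 1.74 ± 0.461 CPM at ZT0, 3.34 ± 0.415 at ZT6, 3.50 ± 0.589 at ZT12 and 1.38 ± 0.157 at ZT18 (SD, n = 5). Arntl, the activator that Nr1d1 represses, ran the other way, from 8.78 ± 1.09 CPM at ZT0 to 5.48 ± 1.33 at ZT12. Per2, a period gene, peaked at ZT12 with 9.94 ± 0.994 CPM, and Tef, a clock output factor, had a peak-to-trough fold of 1.74. Of the 11 tested clock genes driven through E-boxes and D-boxes, 8 differed over the day (9 when adjusted over the list alone; Fisher adjusted p = 0.000755). Those not called over all genes were Cry2, Dbp and Ciart. Of the 5 tested genes driven through ROR elements, 4 differed, and 4 when adjusted over the list alone (Fisher adjusted p = 0.0118), Cry1 being the exception at adjusted p = 0.696. Arntl, Nr1d1 and Per2 were plotted by the study from these samples and are not independent evidence. The study also reported their rhythms by RT-PCR in sorted plasma cells, which was not examined here. Nr1d1 was among the less abundant of the named clock genes, so its values rest on few counts.

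**Figure D2:**
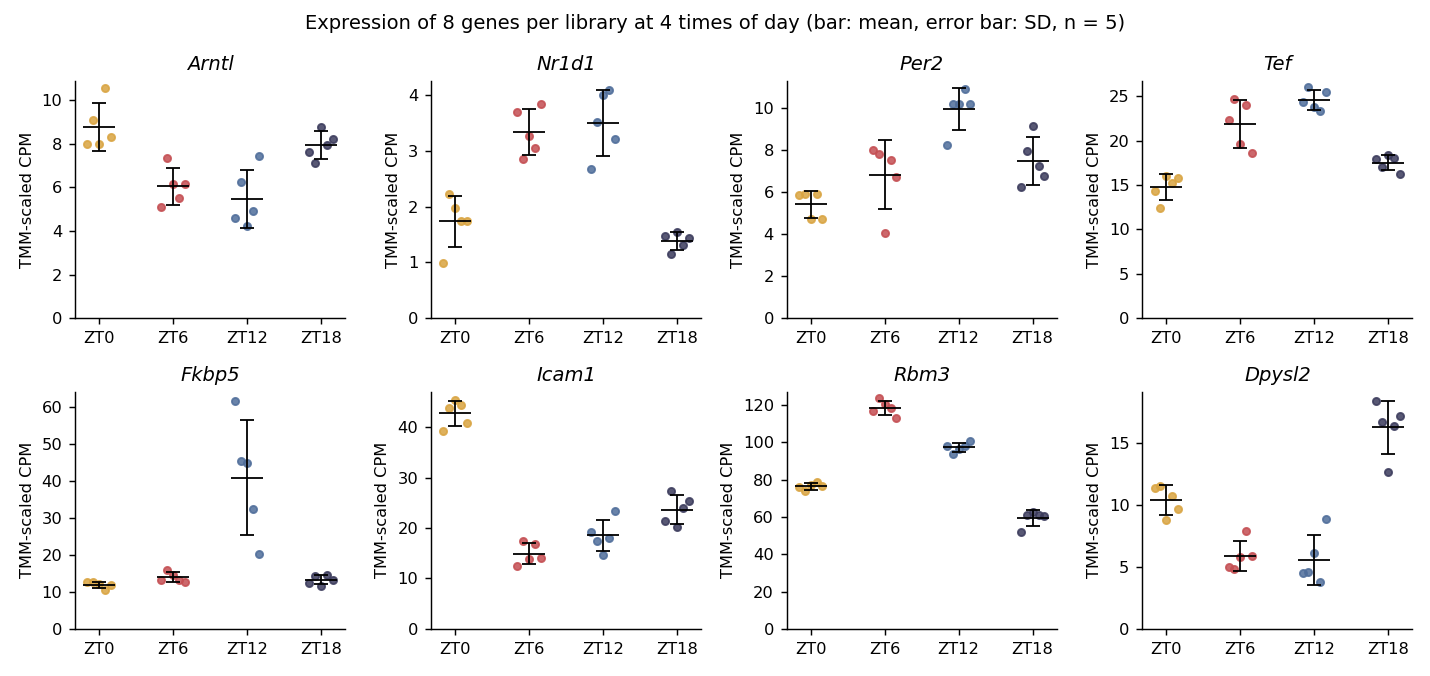
Expression in CPM scaled by TMM (vertical axes) of 8 genes at ZT0, ZT6, ZT12 and ZT18 (horizontal axes). Each point is 1 library, with the mean and SD of 5. Fkbp5 stood at 40.9 ± 15.5 CPM at ZT12, and its 5 libraries there differed more from each other than at any other time.

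ZT12 was set against ZT0 to compare the change from light to dark with the change from dark to light. Changes are log2 fold changes with their standard error (SE, n = 5 per time). At ZT12 Fkbp5 was higher by 1.77 ± 0.20 (adjusted p = 2.4e-05), Atf5 by 1.07 ± 0.12 and Per2 by 0.88 ± 0.14. The prolactin receptor gene Prlr rose by 0.82 ± 0.11 and the inhibitory receptor gene Btla by 0.62 ± 0.10. Snai1 fell by 1.24 ± 0.24, the signalling protein gene Vav2 by 1.23 ± 0.11, Icam1 by 1.20 ± 0.11, the chemokine gene Cxcl10 by 1.03 ± 0.22, and Relb, a subunit of NF-kappaB, by 0.87 ± 0.09. In GRCm38 coordinates the gene Fkbp5 lies on chromosome 17 from 28399094 to 28517527 (ENSMUSG00000024222), Atf5 on chromosome 7 from 44812256 to 44816658 (ENSMUSG00000038539) and Icam1 on chromosome 9 from 21015985 to 21028817 (ENSMUSG00000037405). In all, 539 genes differed, 274 higher and 265 lower at ZT12, with a median fold of 1.28. Groups of 5 libraries did not overlap for 1010 genes, 7.23% of those tested, against 0.794% given by chance. Scaled by library totals instead of TMM, 959 genes differed, 38 higher and 921 lower at ZT12, and the median of all genes then stood at -0.17. With the test of DESeq2 the count was 827.

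Ribosomal protein genes were higher at ZT12. Of 84 members, 49 rose and none fell, and 60 rose when adjusted over the list alone (median log2 0.26, and 0.10 when scaled by library totals). Rpl3 rose by 0.40 ± 0.05, Rpl4 by 0.41 ± 0.04 and Rpsa by 0.37 ± 0.04 (SE, n = 5 per time). Summed heat shock expression, a sign of handling or temperature, was 3660 ± 2102 CPM at ZT12 against 1779 ± 453 at ZT0 (SD, n = 5). Enterocyte markers (median log2 2.48) and Paneth and goblet markers (median log2 1.52) also had mostly positive changes, but no single member was called over all genes, and neither list was called with an estimated correlation (adjusted p = 0.306 and 0.53). The ribosomal list test gave adjusted p = 3.53e-26, and adjusted p = 0.146 with an estimated correlation. Fry, which asks only whether the members change at all, gave adjusted p = 5.34e-05. Genes of the amino acid response and transport rose as well, 9 of 21 and 10 when adjusted over the list alone, among them Asns (0.51 ± 0.06), which makes asparagine, Slc7a5 (0.54 ± 0.07), which imports large neutral amino acids, and Shmt2 (0.43 ± 0.06). That list had adjusted p = 1.81e-10, and adjusted p = 0.0884 with an estimated correlation. Its median log2 was 0.29, and 0.13 when scaled by library totals. For the unfolded protein response and ER chaperones 5 of 32 rose, 10 when adjusted over the list alone (adjusted p = 0.00294, and adjusted p = 0.469 with an estimated correlation), and for aminoacyl-tRNA synthetases 3 of 20 and 3 (adjusted p = 0.000626, and adjusted p = 0.156 with an estimated correlation). The medians of these last lists, 0.09 and 0.13, turned to -0.08 and -0.04 when scaled by library totals.

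Cholesterol synthesis and uptake went down at ZT12: 11 of 24 members fell, 18 when adjusted over the list alone, and none rose. Nsdhl, an enzyme of the pathway, fell by 0.61 ± 0.08 and Srebf2, a transcription factor that drives it, fell by 0.25 ± 0.05 (SE, n = 5 per time). The call held with an estimated correlation (adjusted p = 1.85e-16, and adjusted p = 0.0261 with an estimated correlation), for a list the study named from these samples. In fatty acid synthesis 2 of 16 fell, 4 when adjusted over the list alone (adjusted p = 0.00735, and adjusted p = 0.156 with an estimated correlation). Of 11 E-box and D-box clock genes 4 rose (median log2 0.21, and 0.05 when scaled by library totals), with 4 higher and 2 lower when adjusted over the list alone (adjusted p = 0.000386, and adjusted p = 0.154 with an estimated correlation). Among 13 glucocorticoid-induced genes Fkbp5 and Ddit4 rose and Mt2 fell, with 3 higher and 2 lower when adjusted over the list alone (adjusted p = 0.0321, and adjusted p = 0.146 with an estimated correlation), and the call ended without library 3 of ZT0 (adjusted p = 0.107). In interferon-stimulated genes Stat2 and Rsad2 fell, of 18, and 2 when adjusted over the list alone (adjusted p = 0.00484, and adjusted p = 0.156 with an estimated correlation). The cell cycle list had a median log2 of 0.46, with Ccnb2 and Hmgb2 higher, Tk1 lower and 30 of 33 not called, against 7 higher and 1 lower when adjusted over the list alone (adjusted p = 3.89e-10, and adjusted p = 0.205 with an estimated correlation).

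ZT18 was set against ZT6 to compare the middle of the dark phase with the middle of the light phase. Genes of lipid synthesis were higher at ZT18. Heat shock genes, a sign of handling or temperature, had positive changes as well (17 of 17, median log2 0.82), with 3 of 17 called and no list call with an estimated correlation (adjusted p = 0.347). In cholesterol synthesis and uptake 18 of 24 members rose and none fell, and adjusted over the list alone 18 rose and 1 fell. Hsd17b7 rose by 0.99 ± 0.12 and Nsdhl by 0.81 ± 0.08 (SE, n = 5 per time). In fatty acid synthesis 10 of 16 rose, 11 when adjusted over the list alone, among them Elovl6 (1.28 ± 0.18), Fads1 (0.88 ± 0.11) and Scd2 (0.75 ± 0.07). Both calls held with an estimated correlation. For cholesterol the values were adjusted p = 1.09e-15 and adjusted p = 0.0261 with an estimated correlation. For fatty acids they were adjusted p = 9.92e-10 and adjusted p = 0.00566 with an estimated correlation. Glycolysis followed with Pfkl (0.42 ± 0.05), Pkm (0.35 ± 0.05), Eno1, Hk2, Aldoa and Slc16a1 higher and Pfkp lower, of 21, against 7 higher and 1 lower when adjusted over the list alone (adjusted p = 0.00429, and adjusted p = 0.238 with an estimated correlation). The study picked Hk2 and Eno1 from these samples.

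Ribosomal protein genes were lower at ZT18: 51 of 84 fell and none rose, 60 when adjusted over the list alone, with Rpl3 at -0.42 ± 0.05 (adjusted p = 1.17e-17, and adjusted p = 0.205 with an estimated correlation). In the amino acid list 7 of 21 fell, 11 when adjusted over the list alone, among them Asns at -0.39 ± 0.06 (adjusted p = 0.00491, and adjusted p = 0.393 with an estimated correlation). The study picked Eif4ebp1 of that list from these samples. Nuclear genes of oxidative phosphorylation had 15 of 79 lower, such as Uqcrq (-0.43 ± 0.05) and Ndufa4 (-0.32 ± 0.05), and 1 higher, Ndufa9, against 18 and 1 when adjusted over the list alone (adjusted p = 2.3e-07, and adjusted p = 0.209 with an estimated correlation). In ZT12 minus ZT0 that list was not called (adjusted p = 0.132), except without library 4 of ZT0 (0.0230) or library 3 of ZT12 (0.0249). In the cell cycle list 6 of 33 fell, 13 when adjusted over the list alone, with Cdk1 at -1.09 ± 0.22 (adjusted p = 1.81e-08, and adjusted p = 0.256 with an estimated correlation). For MHC class II presentation H2-Ab1 (-0.19 ± 0.05) and H2-Ob (-0.54 ± 0.14) fell, of 10, and 2 when adjusted over the list alone (adjusted p = 0.0236, and adjusted p = 0.347 with an estimated correlation). This call ended without library 2 of ZT6 (adjusted p = 0.0653), without library 1 (0.0701) or 3 (0.0783) of ZT18 and without the 3 libraries with the most epithelial counts (0.0998). Of the glucocorticoid-induced genes Sgk1 and Cdkn1a rose and Txnip and Mt1 fell, with 3 and 3 when adjusted over the list alone (list adjusted p = 0.554). Of 11 E-box and D-box clock genes 1 rose and 3 fell, against 2 and 3 when adjusted over the list alone (list adjusted p = 0.258). The clock genes driven through ROR elements gave no list call in ZT12 minus ZT0 (adjusted p = 0.761) or here (adjusted p = 0.322).

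Among genes outside the antibody segments with a mean of at least 5 CPM and no overlap between the groups, the largest changes at ZT18 were Dpysl2 (1.47 ± 0.19), Acot7 (1.29 ± 0.14), which cleaves acyl-CoA, Elovl6 and Cxcl10 (1.20 ± 0.22) upward, and Rbm3 (-0.99 ± 0.05), the zinc transporter gene Slc39a7 (-0.95 ± 0.14), Lat (-0.88 ± 0.15) and the metallothionein gene Mt1 (-0.85 ± 0.11) downward (SE, n = 5 per time). Some genes of lower level fell further than Rbm3, such as Nr1d1 (-1.27 ± 0.19). Rbm3 lies on chromosome X from 8138975 to 8145880 (ENSMUSG00000031167) and Dpysl2 on chromosome 14 from 66802864 to 66868688 (ENSMUSG00000022048). In all 1151 genes differed, 565 higher and 586 lower at ZT18, with a median fold of 1.28, and 212 genes were called in both contrasts. The groups did not overlap for 1606 genes, 11.5% of those tested, against 0.794% given by chance. Scaled by library totals the count was 690, with 239 higher and 451 lower. Over both contrasts 23 of 54 list tests were called with the preset correlation, and 3 with an estimated correlation: cholesterol in both contrasts and fatty acids here.

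**Figure D3:**
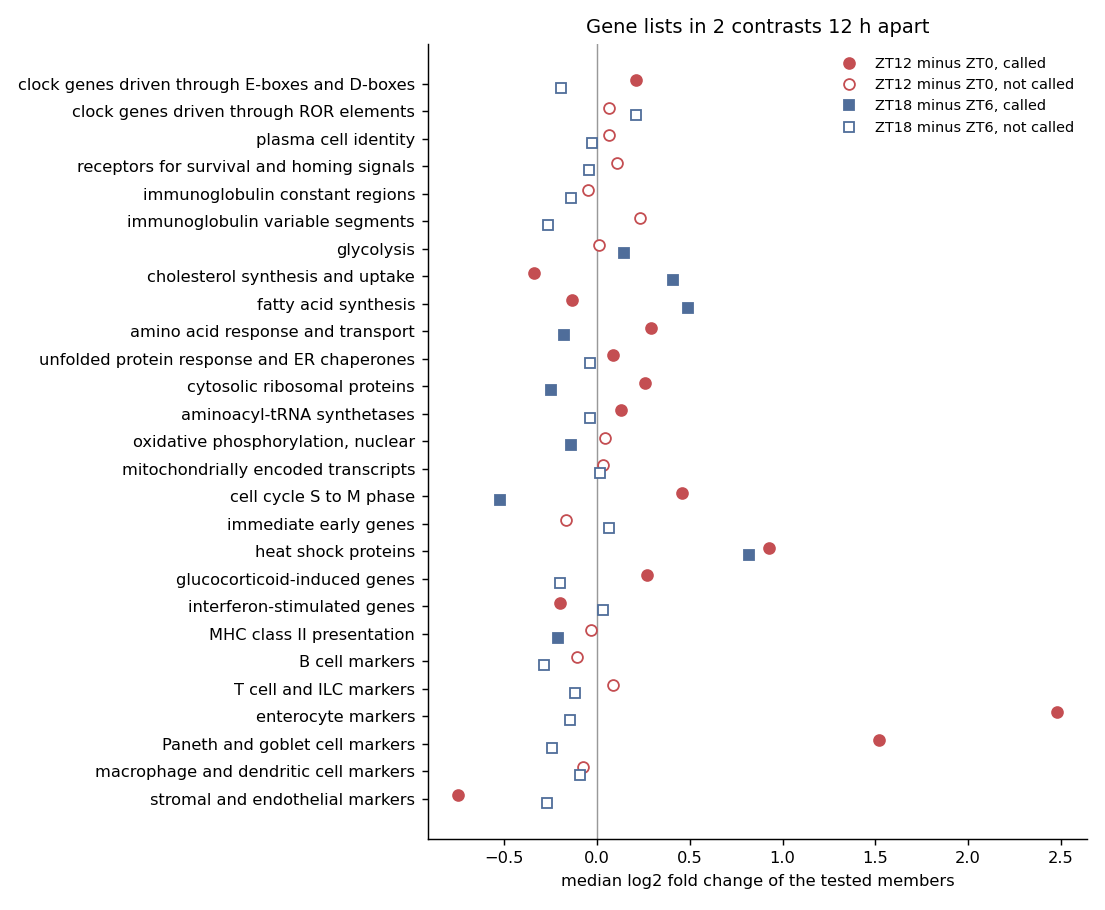
Median log2 fold change of the tested members (horizontal axis) of 27 gene lists (vertical axis), for ZT12 minus ZT0 (circles) and ZT18 minus ZT6 (squares), filled where the list was called with the preset correlation. Cholesterol synthesis and uptake stood at -0.34 and 0.41, and with library totals in place of TMM the ZT12 minus ZT0 medians of 9 lists, such as the unfolded protein response at 0.09, changed sign, as did the ZT18 minus ZT6 medians of mitochondrial and interferon-stimulated genes.

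Of 19 genes of plasma cell identity 9 differed over the day, Irf4 among them, and 10 when adjusted over the list alone (Fisher adjusted p = 0.0116). Sdc1, which encodes CD138, was not called, with 791 ± 61.5 CPM at ZT0 and 731 ± 18.5 at ZT12 (SD, n = 5; any-time adjusted p = 0.218), nor was Xbp1, a master factor of secretory cells, with 2029 ± 85.2 at ZT0 and 1907 ± 40.3 at ZT6 (adjusted p = 0.0550). On the deposited FPKM, which carry no TMM scaling, Sdc1 and Xbp1 fell by 0.28 and 0.20 (log2) from ZT0 to ZT12. Prdm1, the factor that sets the plasma cell state, rose by 0.24 ± 0.05 from ZT6 to ZT18. Between ZT0 and ZT12 1 of the 19 list members rose, Fkbp11, and 2 when adjusted over the list alone (list adjusted p = 0.171, and 0.0286 with the rotation test fry). Between ZT6 and ZT18 2 rose and 2 fell, against 2 and 5 when adjusted over the list alone (adjusted p = 0.352). The receptor Tnfrsf17, which binds the survival factor APRIL, fell by 0.40 ± 0.05 from ZT6 to ZT18, while its relative Tnfrsf13b had 322 ± 13.6 CPM at ZT0 and 333 ± 9.93 at ZT18 (any-time adjusted p = 0.517). Cd40 fell by 1.48 ± 0.26 from ZT0 to ZT12, with 2.16 ± 0.792 CPM at ZT0. Ccr9, a gut homing receptor, fell by 0.44 ± 0.06 from ZT6 to ZT18. In the list of receptors for survival and homing signals 12 of 22 differed over the day, 12 when adjusted over the list alone (Fisher adjusted p = 0.000919), and neither contrast gave a list call (adjusted p = 0.0929 and 0.39). The first was called without library 5 of ZT0 (adjusted p = 0.0353), without library 4 of ZT12 (0.0195) and with fry (0.0326). Sdc1, Xbp1, Prdm1, Tnfrsf17, Tnfrsf13b and Cd40 were chosen by the study on these samples, so their counts are not independent evidence. The study also reported differences by time of day in Xbp1s and CD138 protein, which these RNA counts do not test.

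Antibody genes took most of the counts at every time. Igha, the heavy chain of immunoglobulin A, took 27.0 ± 2.15% at ZT0, 28.8 ± 1.39% at ZT6, 29.9% (28.0% to 31.1%) at ZT12 and 30.6 ± 0.341% at ZT18 (SD, n = 5; permutation p = 0.00838, adjusted p = 0.0251 over 6 shares). Variable segments together went from 17.4 ± 0.899% at ZT0 to 15.1 ± 0.265% at ZT18 (permutation p = 0.00547, adjusted p = 0.0251). All immunoglobulin genes held 61.7 ± 2.44% at ZT0, 62.9 ± 1.26% at ZT6, 64.8 ± 2.22% at ZT12 and 63.8 ± 0.652% at ZT18 (permutation p = 0.0728, adjusted p = 0.142). Without library 4 of ZT12 that p was 0.0128, and without library 4 of ZT0 it was 0.0262. Mitochondrial genes held 0.798 ± 0.113% at ZT0, 0.844 ± 0.0647% at ZT6, 0.713 ± 0.0644% at ZT12 and 0.815 ± 0.0792% at ZT18 (permutation p = 0.118). In the gene tests (edgeR) 0 of the 11 immunoglobulin constant regions differed over the day and 0 when adjusted over the list alone, against 3 at an unadjusted p under 0.05 (list adjusted p = 0.836 and 0.878). Of 229 variable segments 13 did, and 3 when adjusted over the list alone, fewer than among other genes (Fisher adjusted p = 2e-08; list adjusted p = 0.147 and 0.531). Of the 13 mitochondrially encoded transcripts 0 did in edgeR, and 3 had an unadjusted p under 0.05 (list adjusted p = 0.171 and 0.436). Without library 4 of ZT12 the first list test was called (adjusted p = 0.0124).

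A 12-hour term, which sets ZT0 and ZT12 apart from ZT6 and ZT18, was called in 1320 genes: 606 higher at ZT0 and ZT12 and 714 higher at ZT6 and ZT18. The term compares the mean of each pair, so both times of a pair need not be higher. Fosb, an immediate early transcription factor, had 3906 ± 985 CPM at ZT0, 1669 ± 455 at ZT6, 3643 ± 579 at ZT12 and 2335 ± 258 at ZT18 (SD, n = 5). Per1, a clock gene that is also quickly induced, had 196 ± 14.8 CPM at ZT0 and 196 ± 16.0 at ZT12 against 131 ± 10.2 at ZT18, and Irf4, a plasma cell factor, 596 ± 111 at ZT0 against 310 ± 16.1 at ZT18. The adhesion receptor gene Cd44 was higher at ZT6 (322 ± 19.8) and ZT18 (332 ± 20.5) than at ZT0 (242 ± 15.5). Of 26 immediate early genes 13 were higher at ZT0 and ZT12 and none at ZT6 and ZT18 (Fisher's exact test, chosen after the result was seen, adjusted p = 1.96e-06 over 27 lists). Over all times 12 of the 26 differed, 14 when adjusted over the list alone (Fisher adjusted p = 0.00459), and the list was called in neither contrast (adjusted p = 0.14 and 0.555), but in ZT12 minus ZT0 it was called without library 1 of ZT0 (adjusted p = 0.00449) and without library 4 of ZT12 (0.0195). Of the 84 ribosomal protein genes 27 were higher in the mean of ZT0 and ZT12 (Fisher's exact test, adjusted p = 1.68e-07). Summed over this list, libraries had 13252 to 15003 CPM at ZT0 and 14750 to 15871 at ZT6. At ZT12 they had 16208 to 16948 and at ZT18 12252 to 13499. The list was thus high at ZT12 but mostly lower at ZT0 than at ZT6, and 66 members had a cosine call. Of the 22 receptors for survival and homing signals 2 were higher at ZT0 and ZT12 and 5 at ZT6 and ZT18 (adjusted p = 0.0213), and of the 229 variable segments 1 and 2 were, fewer than among other genes (adjusted p = 4.87e-06). No other list had an adjusted p under 0.05 in this test. Without the 3 libraries with the most epithelial counts 875 genes had a 12-hour term. Scaled by library totals 810 did, 253 higher at ZT0 and ZT12 and 557 higher at ZT6 and ZT18.

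**Figure D4:**
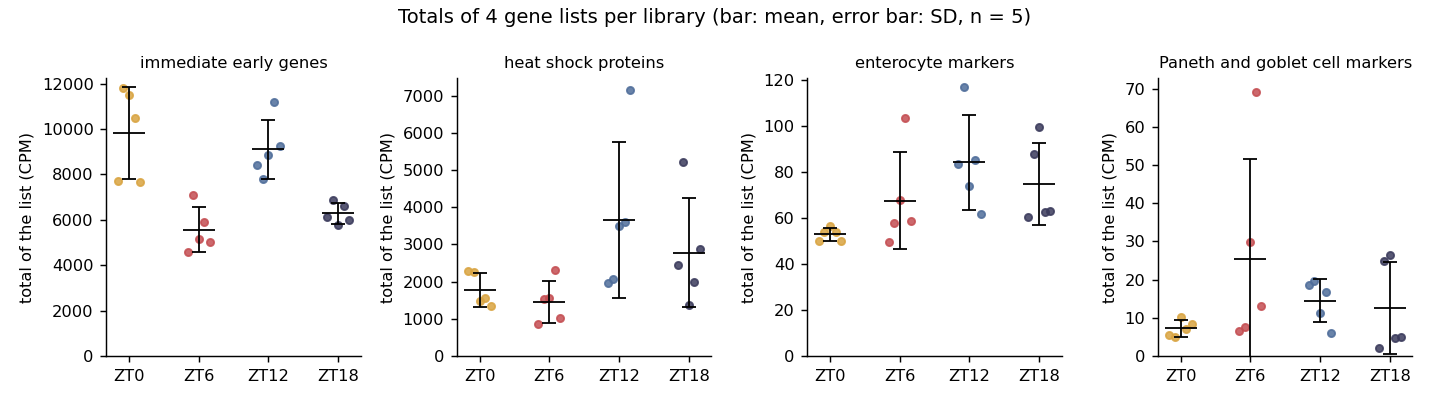
Summed expression in CPM (vertical axes) of 4 gene lists per library at ZT0, ZT6, ZT12 and ZT18 (horizontal axes), with the mean and SD of 5 libraries. Immediate early genes were at 9837 ± 2024 CPM at ZT0 and 5551 ± 988 at ZT6, and the highest library reached 7156 CPM for heat shock proteins and 69.2 CPM for Paneth and goblet cells.

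Heat shock proteins varied within as well as between times. They were called over the day in 5 of 17 members, and in 7 when adjusted over the list alone (Fisher adjusted p = 0.433). Their summed expression was 1779 ± 453 CPM at ZT0, 1453 ± 573 at ZT6, 3660 ± 2102 at ZT12 and 2780 ± 1473 at ZT18 (SD, n = 5), with 1 library of ZT12 at 7156 CPM. Fkbp4, a co-chaperone of steroid receptors, rose by 0.24 ± 0.05 from ZT0 to ZT12 and by 0.57 ± 0.06 from ZT6 to ZT18, and Ahsa1 and Stip1 also rose in the latter. Of 17 members 1 rose between ZT0 and ZT12, and 1 when adjusted over the list alone (adjusted p = 3.28e-07, and adjusted p = 0.347 with an estimated correlation and 0.0587 with fry). Between ZT6 and ZT18 3 rose, 4 when adjusted over the list alone (adjusted p = 2.32e-07, and adjusted p = 0.347 with an estimated correlation). Within the times, the heat shock and ribosomal protein scores of the 20 libraries had r = 0.45 (permutation p = 0.043, adjusted p = 0.086) and rho = 0.58 (permutation p = 0.0111, adjusted p = 0.0236) over 4 relations tested. Without the 2 libraries farthest out r was 0.33.

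Markers of other cell types were low. Epcam, which is found on epithelial cells, was the most abundant enterocyte marker at 44.96 CPM at ZT0, 49.6 at ZT6, 52.7 at ZT12 and 55.1 at ZT18, and 17 of the 18 tested members had a mean under 5 CPM. It lay between 40.2 and 58.4 CPM in every library. In libraries 1 and 5 of ZT18 it had 52.5 and 55.0 CPM, while the enterocyte marker Krt19 had 0.138 and 0 CPM. Epcam made up most of the list's sum at ZT0, so that sum says little about the other markers. Whether Epcam came from enterocytes or from the sorted cells was not tested. The enterocyte list summed to 52.8 ± 2.85 CPM at ZT0, 67.5 ± 21.1 at ZT6, 84.2 ± 20.6 at ZT12 and 74.6 ± 17.9 at ZT18 (SD, n = 5). Epcam was the 1 member that differed over the day, also when adjusted over the list alone, and in ZT12 minus ZT0 all 18 had a positive change without a call over all genes and with 1 when adjusted over the list alone (median log2 2.48, also with the 1 member without a count at ZT0 put at its bound, so for most members the fitted change, though not called, was larger than that of the sum; adjusted p = 3.03e-07, and adjusted p = 0.306 with an estimated correlation). Paneth and goblet markers summed to 7.22 ± 2.17 CPM at ZT0 and 14.5 ± 5.71 at ZT12, with 69.2 CPM in 1 library of ZT6, and 0 of 11 differed over the day in edgeR, also when adjusted over the list alone, against 2 at an unadjusted p under 0.05 (ZT12 minus ZT0 median log2 1.52, list adjusted p = 0.00879, and adjusted p = 0.53 with an estimated correlation and 0.155 with fry). Stromal and endothelial markers went from 33.9 ± 3.78 CPM at ZT0 to 27.7 ± 0.896 at ZT12, with the collagen gene Col3a1, which fell by 1.52 ± 0.35, and 1 of 8 called either way (adjusted p = 0.00484, and adjusted p = 0.146 with an estimated correlation). Pecam1 made up most of this sum, with 24.3 to 29.5 CPM at ZT0, 29.8 to 34.5 at ZT6, 22.4 to 25.8 at ZT12 and 26.6 to 34.2 at ZT18. Over the day 3 of the 8 differed, also when adjusted over the list alone (Fisher adjusted p = 0.274). B cell markers summed to 63.3 CPM in the mean of all libraries, with 2 of 12 lower from ZT6 to ZT18, also when adjusted over the list alone (adjusted p = 0.257 and 0.147 in the 2 contrasts, and 0.0109 with fry in the second). T cell and ILC markers summed to 47.1 CPM, with 1 of 14 lower from ZT6 to ZT18, Lat (adjusted p = 0.595 and 0.556). From ZT0 to ZT12 none of them was called, and 2 fell when adjusted over the list alone. Over the day 3 of 12 B cell and 3 of 14 T cell and ILC markers differed, also when adjusted over each list alone (Fisher adjusted p = 0.779 for each). Macrophage and dendritic cell markers summed to 109 CPM, with C1qa and Cd14 of 15 different over the day and 1 when adjusted over the list alone (contrasts adjusted p = 0.808 and 0.745). Median, mean and list test differed in sign for the T cell, macrophage, glycolysis and constant region lists in ZT12 minus ZT0, and for the T cell and macrophage lists in ZT18 minus ZT6. Granulocyte and mast cell markers summed to 88.3 CPM, nearly all from Prg2, and erythroid markers to 0.32 CPM. Each of these had 2 tested members and no list test.

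Neighbouring times were compared to see when in the day expression moved. Icam1 and Snai1 fell between ZT0 and ZT6, Fkbp5 and Atf5 rose from ZT6 to ZT12, and Cxcl10 and Elovl6 rose from ZT12 to ZT18. From ZT0 to ZT6 1226 genes changed, 649 up and 577 down. From ZT6 to ZT12 640 changed, 327 up and 313 down. From ZT12 to ZT18 1388 changed, 670 up and 718 down. From ZT18 to ZT0 1057 changed, 472 up and 585 down. Scaled by library totals instead of TMM the directions were less even: 224 up and 463 down from ZT0 to ZT6, 41 up and 706 down from ZT6 to ZT12, 924 up and 259 down from ZT12 to ZT18, and 521 up and 165 down from ZT18 to ZT0. The median of all genes then stood at -0.05, -0.13, 0.09 and 0.09 for these steps. The step from ZT6 to ZT12 gave 413 genes without library 1 of ZT12, 362 without the 3 libraries with the most epithelial counts and 972 with the test of DESeq2.

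The JTK rank test asks which genes follow a 24-hour cosine in rank. With each library entered once, 123 genes of 13967 were called, 17 with a peak at ZT0, 48 at ZT6, 15 at ZT12 and 43 at ZT18. All 123 were also called by the cosine and between any times. Entering the whole day again as a later day gave 2882 calls, and entering ZT0 again as ZT24 gave 467. On the deposited FPKM 124 genes were called with each library once, 47 of them shared with the 123, and 68 peaked at ZT0, 48 at ZT6, 1 at ZT12 and 7 at ZT18. With ZT0 entered again the FPKM gave 773 calls and with the whole day 3370. The count was 75 without library 1 of ZT6, 78 without library 2 and 80 without library 4, 81 without library 1 of ZT12, and 80, 75, 77 and 81 without libraries 1, 2, 4 and 5 of ZT18. It was 44 without the 2 libraries with the most heat shock counts and 32 without the 3 with the most epithelial counts. A repeated library is not a further animal, so the tests on repeated values count each animal more than once.

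**Figure D5:**
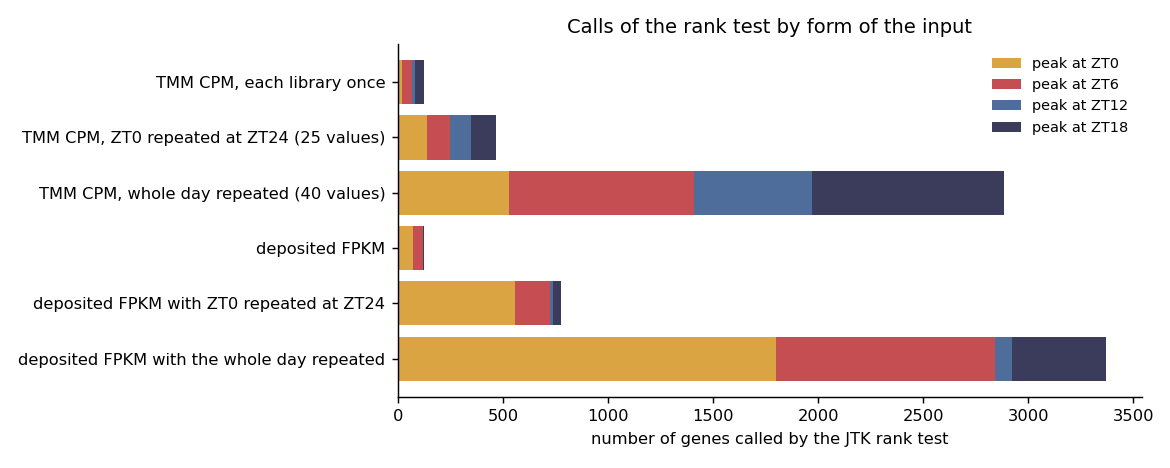
Number of genes called by the JTK rank test (horizontal axis) by form of the input (vertical axis), coloured by peak time. The count was 123 with each library once and 3370 on the deposited FPKM with the whole day entered again.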

Values the study reported

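From about 16,000 transcripts detected in these samples, the study called 2713 genes oscillatory by JTK at a BHQ under 0.01. It put them at about 16% of the transcriptome.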

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

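The test of JTK on shuffled libraries with each library entered once, the Fisher tests of the 12-hour term by list, the relation of heat shock to ribosomal protein genes, the removal of the libraries highest in heat shock counts and the removal of GC and length trends as alternatives were chosen only after results were seen. In groups of 5 libraries, the highest or lowest library stood apart by Dixon's ratio (critical value 0.71) in 17 of 260 groups tested, where chance flags about 1 in 20 groups, or 13 here. These were 3 of 12 groups for depth, 2 of 24 for shares, 3 of 116 for list totals and 9 of 108 for genes.

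The count total of library 3 of ZT0 was 51.0 M (mega) counts, above the others of its group. Library 4 of ZT12 held 26.0 M counts outside immunoglobulin genes and 14342 genes with at least 10 counts, the most of its group in both. The Jchain share was 5.71% in library 3 of ZT0, and variable segments took 17.7% in library 3 of ZT6, each above its group. Glucocorticoid-induced genes summed to 842 CPM in library 1 of ZT0, below the others, granulocyte and mast cell markers to 87.6 CPM in library 5 of ZT18 and erythroid markers to 2.58 CPM in library 3 of ZT0, both above the others. Atf5 had 15.1 CPM in library 1 of ZT0, below its group, and 24.1 CPM in library 4 of ZT18, above it. Rbm3 had 51.9 CPM in library 1 of ZT18 and Per2 8.25 CPM in library 1 of ZT12, both below their groups. Cd40 had 3.56 CPM in library 4 of ZT0 and Nsdhl 22.1 CPM in library 2 of ZT18, both above. Among antibody segments, Ighv1-43 had 12.7 CPM in library 3 of ZT6, Ighv2-4 6235 CPM in library 5 of ZT6 and Igkv3-3 1290 CPM in library 5 of ZT18, each above its group.

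Of 26 immediate early genes 13 were among the 606 genes of the 12-hour term that were higher in the mean of ZT0 and ZT12. In that term 1048 of the 1320 genes (79.4%) had no call in either 12-hour contrast. Trends with GC content and gene length are argued against as the whole source, since 80.8% and 92.7% of the genes kept their call with each removed. Within the times, the immediate early score went with the 12-hour score of 1183 other genes over 20 libraries (r = 0.81, permutation p = 0.00036, adjusted p = 0.00144, and rho = 0.64, permutation p = 0.0118, adjusted p = 0.0236, with r = 0.73 without the 2 farthest libraries and 4 relations tested). A response to handling or digestion that varies between animals is thus a candidate explanation for part of the term. Handling of ZT0 with ZT12 and of ZT6 with ZT18 cannot be told apart from a 12-hour biological pattern for these 1048 genes, because the labels give no session, and such a pattern stays open.

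Ribosomal protein genes rose from 13728 CPM in total at ZT0 to 16520 CPM at ZT12, with a median log2 of 0.26. Lists matched to 80 members on length, GC content and level had a median log2 of 0.0624, with percentile bounds of 0.0237 and 0.0877, against 0.26 for these members. Length, GC content and level are thus argued against as the whole source. The matched genes moved the same way, so a part stays open. Without immunoglobulin genes in the totals the median was 0.26. Both values rest on TMM scaling, so this comparison could show little, and scaled by library totals the median was 0.10. The 273 ribosomal pseudogenes named as such held 476 CPM at ZT0, less than the gain of 2791 CPM. At ZT12 they held 634 CPM, so their total did not fall as the genes rose. This argues against reads shared with these 273 as the whole source, while pseudogenes under other names were not counted. Within the times, the heat shock score, a sign of handling or temperature, went with the ribosomal protein score (r = 0.45, permutation p = 0.043, adjusted p = 0.086, and rho = 0.58, permutation p = 0.0111, adjusted p = 0.0236, with r = 0.33 without the 2 farthest libraries). Without the 2 libraries with the most heat shock counts the list was still called at the preset correlation, while with an estimated correlation it was not called even with all libraries (adjusted p = 0.146). From ZT6 to ZT18 the median log2 was 0.82 for heat shock genes, with 3 of 17 called, and -0.25 for ribosomal protein genes, with 51 of 84 called, and neither list was called with an estimated correlation (adjusted p = 0.347 and 0.205). A response to handling or temperature thus stays open for part of the rise, as does a change of the cells with the time of day.

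The JTK count rose from 123 to 2882 genes when the whole day was entered again, and on the FPKM 53.4% of such calls peaked at ZT0. Shuffling the libraries over the times still gave up to 699 calls with the day repeated, 1 or more in 99 of 99 shuffles and a median of 48, so repeated entry could add calls, although 2882 exceeded all of them. With CPM of the counts outside immunoglobulin genes 27.0% of the calls peaked at ZT0, and with TMM 18.3%. Scaling to totals that hold the antibody counts is consistent with the excess at ZT0, and what share of the further calls is biological was not tested.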

How the results depend on the processing

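The settings with library totals, without GC or length trends and without the libraries highest in heat shock or epithelial counts, and all alternatives for the 12-hour term, were chosen only after the data were seen. Other alternatives stayed within 1.5 times of the count unless named here, and the cause of the changes was not tested except where fewer libraries, another threshold or repeated values make it plain. At an adjusted p under 0.05 the counts were 4328 genes for any time, 2818 for the cosine, 1147 for ZT12 minus ZT0, 2157 for ZT18 minus ZT6, 2208, 1384, 2497 and 1862 for the steps from ZT0 on, 2259 for the 12-hour term and 461 for JTK. The test of DESeq2 gave 827 genes for ZT12 minus ZT0 and 972 for ZT12 minus ZT6. Library totals gave 959 for ZT12 minus ZT0, 690 for ZT18 minus ZT6, 687 for ZT6 minus ZT0, 686 for ZT0 minus ZT18 and 810 for the 12-hour term. Without the 3 libraries with the most epithelial counts there were 362 genes for ZT12 minus ZT6, 875 for the 12-hour term and 32 for JTK, and without the 2 with the most heat shock counts 44 for JTK. JTK called 467 genes with ZT0 repeated, 2882 with the whole day repeated, 773 and 3370 for these forms on the FPKM, and 76 without a filter. With an estimated correlation 3 list tests were called in place of 23, and with fry 24. With fry 49 of the 54 list tests stayed as they were, 2 lost their call and 3 gained one. With each library left out in turn the counts ran from 2340 to 2688 for any time, 1288 to 1623 for the cosine, 391 to 571 for ZT12 minus ZT0, 831 to 1198 for ZT18 minus ZT6, 901 to 1277, 413 to 673, 1036 to 1425 and 759 to 1112 for the steps, 1055 to 1305 for the 12-hour term, 22 to 26 for lists and 75 to 138 for JTK. The step from ZT6 to ZT12 gave 413 without library 1 of ZT12. JTK fell to 75, 78 and 80 without libraries 1, 2 and 4 of ZT6, to 81 without library 1 of ZT12, and to 80, 75, 77 and 81 without libraries 1, 2, 4 and 5 of ZT18. The permutation p of the immunoglobulin share ran from 0.0128 without library 4 of ZT12 to 0.157, with 0.0262 without library 4 of ZT0, and that of the mitochondrial share from 0.0553 to 0.277. Of 6120 named gene changes with a library left out, 5948 kept their side of the threshold, 115 lost their call and 57 gained one. Direction was compared only for changes called in either fit, and none of those reversed. On the FPKM, which carry no TMM scaling, 74 of 302 named changes moved by more than the spread with a pseudocount of 0.1 and 113 with 1. At this depth, spread and number of animals 20% to 29% of simulated 1.3-fold changes were called in the 12-hour contrasts, and depth alone was not varied. These simulated genes had a mean of at least 5 CPM, and fewer genes were changed than were called in the real contrasts. The percentages are thus not the share of real 1.3-fold changes that was called.

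The replicate numbers gave little sign of pairing: 2 of 30 same-numbered pairs had a correlation over 0.1. The median correlation was 0.0082 for same-numbered and -0.0013 for differently numbered pairs. For 5 libraries the highest correlation was with their own number. These values cannot exclude a shared session. With the replicate block in the model 2615 genes differed between any times, 1514 had a cosine, 531 differed in ZT12 minus ZT0 and 1115 in ZT18 minus ZT6, and 23 lists were called.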

Other observations

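The JTK shuffles with each library once were chosen only after the result was seen. Single antibody segments differed widely between animals. Ighv1-43 had 3.27 CPM at ZT0 and 1227 ± 1762 at ZT18, Ighv2-4 1297 ± 2761 at ZT6 and Igkv3-3 266 ± 572 at ZT18 (SD, n = 5), with spreads above their means.

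Rhythmic genes by JTK with each library once numbered 123. That is lower than the value quoted from the study above, which rests on data entered again. With ZT0 entered again the counts were 467 on TMM CPM and 773 on the FPKM, both lower too. With the whole day entered again they were 2882 and 3370, both higher. These counts rest on 13967 genes for TMM CPM and 13514 for the FPKM, fewer than the transcripts the study detected. The rank test was also written anew, so the counts are not like for like with the study's.

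The libraries were also split at random into groups of the same sizes, 100 splits in all with the real one included. All 20 were shuffled for any time, the cosine, the 12-hour term, list calls and JTK. For the contrasts and steps only the libraries of the compared times were reassigned. For the counts of genes, 1 split of 100 was as large, the real one. That is the fewest that 100 splits can give, and it argues against chance for each. In splits that mix the times, real differences enter the spread and can lower the counts. The real counts and the highest of the other splits were 2727 and 0 for any time, 1578 and 1 for the cosine, 1320 and 0 for the 12-hour term, 539 and 7 for ZT12 minus ZT0, 1151 and 1 for ZT18 minus ZT6, 1226 and 17, 640 and 1, 1388 and 1, and 1057 and 5 for the steps from ZT0 on, and 123 and 0 for JTK. For list calls 2 splits of 100 were as large as the real 23, the highest of the others had 23 and their median was 11. The number of list calls with the preset correlation is therefore liberal, and single list calls lost with an estimated correlation are not secured by it.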
